A study of Homo sapiens with 4 samples.

How the data were processed

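DNA bound by p53 was pulled down with a p53 antibody from MCF7 cells, an established breast cancer cell line, and sequenced (ChIP-seq). The 4 libraries fell into 2 genotypes by their titles, with 2 libraries of parental cells (WT) and 2 of MDMX C463A/WT cells (called C463A), and no treatment was applied. The labels do not say whether the libraries of a genotype came from separate cultures, so agreement between them may be technical. The submitters' processing notes name FastQC, Bowtie2, MACS2, bedtools and ChIPseeker and the genome build hg19, without versions. Which control was used to call peaks within each genotype is not given in the sources used here. The analysis started from 4 processed files, namely a peak list for each genotype, a peak list for C463A over WT and a table of C463A-over-WT peaks joined across replicates. Read counts and library depths were not analysed here, so the depth behind each value is unknown and no count model could be used.

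The 3 peak lists had the column layout of the irreproducible discovery rate (IDR) method, which keeps peaks that rank alike in both replicates. The deposited score in these lists is a scaled IDR that was capped at 1000 and had a minimum of 540, equal to an IDR of 0.0501. Because 2845 of the 5607 WT peaks were at the cap, peaks were ranked by the other deposited strength, the smaller of both replicates' −log10 p-values from the authors' peak caller. Each list was thus called over both replicates together, and its length has no replicate of its own. These values are the authors', and they were used only to describe, rank and filter peaks within a list, since a −log10 p rises with depth. The replicate columns of the WT and C463A lists are called first and second, because nothing in them names a library.

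The joined table had column names that did not match their values. The columns named for WT held the fold enrichment that the authors' peak caller gave for C463A over WT, which is a ratio, the columns named for the mutant held −log10 p, and those named as folds held −log10 q. The evidence was that the columns named as folds followed those named for the mutant with a Spearman correlation across pairs of 1.00 in both replicates and were never under 1.30, whereas dividing the mutant column by the WT column gave the third column within 0.01 in 0.403% of pairs for replicate 1 and 0.142% for replicate 2. In addition, 1928 pairs had the positions of a C463A-over-WT listed peak in both replicates, and in 1928 of these the mutant column equalled the list's −log10 p within 0.01, in replicate 1 and in replicate 2. The direction, C463A over WT, was taken from the name and header of the file. A list of WT over C463A was not analysed here.

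The table gives positions without chromosomes. Each of its 116989 pairs took its chromosome from pairs around it, in the same sorted run of the table, that matched a C463A-over-WT peak by replicate 1 start, end and −log10 p. Where the matched pairs before and after it differed, none was given, and 116969 pairs were placed. Of 116552 placed pairs whose gene had a RefSeq record (GRCh38.p14, used for names and gene order only), 195 lay on a chromosome other than that of the record. Transcription start sites (TSSs) and gene spans in hg19 were recovered from the authors' deposited annotation. The end of the gene that gave the deposited distance was taken as the TSS. In 100% of pairs the distance was explained in this way or the pair lay on the TSS. This share follows largely from the choice and does not check which end is right. For 14 gene names that RefSeq gives to another identifier, the RefSeq name of the identifier was used. This placed 8555 genes. It holds only genes near some C463A-over-WT pair, so a peak outside may be near a gene that was not placed. Comparisons of annotation between lists inherit this choice. Where the only pairs on a gene lay on its TSS and covered both ends, the strand was not fixed and the lower coordinate was taken. That may be the wrong end, so a peak near a placed TSS can be a false match. TUBD1 and BCAS1, whose spans lay inside C463A-over-WT peaks, were measured from the lower coordinate. For most of the fixed gene lists fewer than 80% of members were placed.

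Lists were compared by an overlap of at least 1 bp, and the overlap was set against 100 random placements of the same peaks on the same chromosomes. The overlap counts were checked with bedtools 2.31.1 and were identical. Shares carry 95% Wilson binomial intervals, which cover counting error only. Ratios of median folds carry 95% bootstrap intervals over peaks (1000 resamples), which treat peaks as independent. Medians were compared by two-sided permutation tests with 100000 permutations, and peaks are not replicates, so these tests describe the lists. Promoters were within 3 kb of a placed TSS, and shares were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 6 tests. For the 11 gene lists, a gene counted as near a peak within 10 kb of its TSS, and each list was tested against all other placed genes by a two-sided Fisher's exact test, adjusted over 44 tests (11 lists in 4 peak sets). The test treats genes as independent. Neighbouring genes of the amplified list are not, so its p-values for that list overstate the evidence. The lists were 6 of p53 targets (regulators of p53, cell cycle, apoptosis, DNA repair, metabolism and others), genes that respond to estrogen, housekeeping genes, neuron genes, liver genes, and genes in segments known to be amplified in MCF7. Neighbourhoods of amplified genes reached 500 kb on each side, and covered windows were 1 Mb windows of which C463A-over-WT peaks held 20% or more. Sequence beyond these neighbourhoods was counted as elsewhere, although it may be amplified too.

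The gene lists, the tests, the main alternatives and the rule for named genes were fixed before the data were examined. The rule names TP53, MDM4, MDM2 and ESR1, then up to 30 members of the p53 and estrogen lists with a peak within 10 kb of the TSS, and the 10 strongest peaks of each list. Genes of the amplified and housekeeping lists outside this rule, and genes named in covered windows, were chosen after their values had been seen. Alternatives covered the overlap rule, stricter thresholds, a 2-fold minimum, equal list lengths, amplified segments, unassembled sequences, the promoter width and the distance to the TSS. Count-based tests and a search for the p53 motif were planned on condition that counts and hg19 sequence were given, and neither was run. The functions were tested on simulated data. With 40% of 546 simulated peaks copied from the WT list, 40.5% were found to overlap it, the permutation test called a shift of 35% in 100% of 200 simulations, and the list test called 100% of 40 lists of 21 genes in which 11 had been given a peak. With no simulated effect, the permutation test called 6% of simulations and the list test 0% of lists. The simulated lists held genes drawn at random, so they do not show how the test behaves for neighbouring genes. They were called without adjustment, whereas each p53 list had 17 placed members or fewer and an adjusted p-value. The simulations therefore do not show the power for the p53 lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.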

Results

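Binding of p53 to DNA was profiled by ChIP-seq in MCF7 cells, an estrogen receptor-positive human breast cancer line with wild-type p53, and in MCF7 cells designated MDMX C463A/WT. MDMX, the product of MDM4, is a partner of MDM2 in restraining p53. There were 2 libraries per genotype. The question was how p53 binding changed in the C463A cells relative to parental cells. All positions are in hg19, and every strength, fold enrichment and score is the authors' own. Library depth was unknown, so differences in list length were described and not tested. The comparisons of peak shares on chromosomes 17 and 20 and near amplified genes, those of windows and the joining of the p53 lists were chosen after the lists had been seen.

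The parental cells had far more p53 peaks than the C463A cells. The WT list held 5607 peaks covering 4.12 Mb, with a median width of 700 bp, and the C463A list held 546 peaks covering 0.546 Mb, with a median width of 797 bp. Of the C463A peaks, 227 (41.6%, 95% Wilson interval 37.5 to 45.8) overlapped a WT peak, against a mean of 2.14% and a maximum of 3.85% in 100 random placements. Of the WT peaks, 233 (4.16%, interval 3.66 to 4.71) overlapped a C463A peak, against a mean of 0.219% in random placements. Within each list the replicates' −log10 p-values correlated across peaks, which are not independent replicates, with a Spearman coefficient of 0.734 in WT and 0.805 in C463A. Only peaks that ranked alike in both replicates were listed, so a positive correlation is built in and does not measure agreement. Outside the neighbourhoods of the listed amplified genes, the share of C463A peaks in the WT list was 56.1%, and with both lists at equal length it was 17.6%.

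The strongest peaks of both genotypes lay in the same places, and none of the 10 strongest of either list was within 10 kb of a placed TSS. The strongest peak of both lists was on chromosome 1 (121484198 to 121485425 in WT), with a −log10 p of 3250 in WT and 3074 in C463A. The next was on chromosome 7 (61968665 to 61970516 in WT), and others were on chromosome 2 (92269070 to 92269757), chromosome 6 (58777964 to 58779387), chromosome 10 (42527951 to 42530934) and chromosome 18 (18518072 to 18520327). These sites lie beside centromeres, where repeats are frequent. All 10 of the strongest WT peaks overlapped a C463A peak, and the converse held as well. Sequences outside chromosomes 1 to 22 and X held 1.19% of WT peaks and 8.06% of C463A peaks (interval 6.06 to 10.6).

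Shared peaks were the stronger ones in both lists. WT peaks with a C463A peak had a median −log10 p of 25.8 (quartiles 14.6 and 59.9), and those without had 14.8 (quartiles 12.1 and 20.8), with a two-sided permutation p of 1e-05, the smallest that the permutations can give. C463A peaks with a WT peak had a median of 19.2 and those without 14.6, with the same p. The difference went the same way in both replicate columns. All 10 of the strongest peaks of each list were shared. Sequences with no placed gene held 16.3% of shared WT peaks, against 0.502% of the others. The test was not repeated without these sites and sequences, so how far they carry the difference is unknown. Of the 560 strongest WT peaks, 17.3% (interval 14.4 to 20.7) had a C463A peak, and of the 561 weakest 2.32% (interval 1.36 to 3.92). Peak width did not follow strength in the C463A list, where shared peaks had a median of 696 bp and the others 858 bp.

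**Figure D1:**
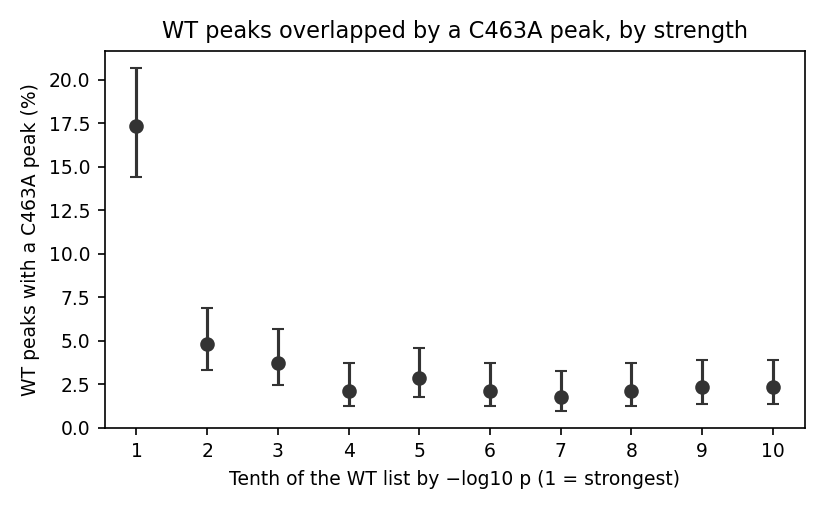
WT peaks that overlap a C463A peak, in % (vertical axis), for 10 groups of the WT list of 560 or 561 peaks each, ranked by −log10 p (horizontal axis, 1 is the strongest). Points are shares and bars 95% Wilson intervals. Peaks beside centromeres and on unassembled sequences are included. The share is 17.3% in the strongest group and between 1.79% and 4.81% in all others.

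Some known p53 targets had a peak within 10 kb of the TSS. In the WT list these were 12 of the 54 placed members of the 6 p53 lists (22.2%), against 10.8% of other placed genes, and in the C463A list 3 of 54 (5.56%), against 2.26%. Among regulators of p53 these were PHLDA3 and TNFAIP8 and the phosphatase gene PPM1D, with −log10 p-values of 10.6, 19.9 and 14.1. The others were the cell cycle kinase gene PLK3 (20.6), the apoptosis effector PERP (12.3), the damaged-DNA binding gene DDB2 (18.5), the autophagy gene DRAM1 (13.3), the stress-response gene SESN1 (12), KRT8 (28.3 for the stronger of its peaks), CMBL (18.4), ABCA12 (17.4) and SERTAD1 (11.9). The peaks of PHLDA3 (chromosome 1, 201437900 to 201438595), DRAM1 (chromosome 12, 102270976 to 102271854), SESN1 (chromosome 6, 109415533 to 109416093) and PERP (chromosome 6, 138428495 to 138429211) covered the TSS. The 3 members with a C463A peak were PPM1D (44.2), PLK3 (13.9) and the mismatch repair gene MSH2 (12). PPM1D, the strongest of these, is also on the list of genes in segments amplified in MCF7. The C463A peak at PPM1D, on chromosome 17 from 58676745 to 58678032, overlapped the WT peak there, whereas the PLK3 peaks of both lists were at different positions (45265580 to 45266163 in C463A and 45272533 to 45274001 in WT, on chromosome 1).

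None of the 6 p53 lists passed the test in WT or C463A. The nearest was that of p53 regulators in WT, with 3 of 6 placed members near a peak against 10.8% of other placed genes (Fisher's exact test, adjusted p = 0.174). For the cell cycle, apoptosis, DNA repair, metabolism and other p53 lists, 1 of 9, 1 of 5, 1 of 9, 2 of 9 and 4 of 17 members had a WT peak, with adjusted p-values between 0.653 and 1. The estrogen response list had WT peaks at 3 of 21 members (ADCY9, TPD52L1 and WISP2) and a C463A peak at 1 (CELSR2). Housekeeping genes had WT peaks at 3 of 16 members (GAPDH, LDHA and TFRC) and a C463A peak at 1 (HMBS), and no neuron or liver gene had a peak in either list. The background holds only genes placed from the authors' deposited table, so these tests cover part of each list. TP53 and CDKN1A were not placed. Within the gene spans of MDM2 and MDM4 neither list had a peak, and within that of ESR1 (chromosome 6, 151977830 to 152424408) there was 1 WT peak and no C463A peak.

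The C463A peaks were concentrated on chromosomes 17 and 20. These held 242 of the 546 C463A peaks (44.3%, interval 40.2 to 48.5) and 558 of the 5607 WT peaks (9.95%, interval 9.20 to 10.8), with a Fisher's exact p of 8.49e-83 over peaks, two-sided. By contrast, chromosomes 4 and 6 held 2 and 3 C463A peaks, against 248 and 348 WT peaks. Within 500 kb of genes in segments known to be amplified in MCF7 there were 170 C463A peaks (31.1%) and 55 WT peaks (0.981%). Of the amplified genes 17 of 31 had a C463A peak within 10 kb of the TSS, against 2.09% of other placed genes (Fisher's exact test, adjusted p = 2.65e-19), and 7 of 31 had a WT peak (adjusted p = 0.533). Neighbouring peaks and genes of a segment are not independent, so the p-values for chromosomes 17 and 20 and for amplified genes overstate the evidence. For TUBD1 and BCAS1, which are among the 17 genes, the TSS may be set at the wrong end of the gene. The C463A peaks included those at the zinc finger gene ZNF217 (chromosome 20, 52213422 to 52217815, −log10 p 60.4), the nuclear receptor coactivator gene NCOA3 (61.9), BCAS4 (53.6), BCAS3 (51), PFDN4 (37.8) and BMP7 (36.8).

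**Figure D2:**
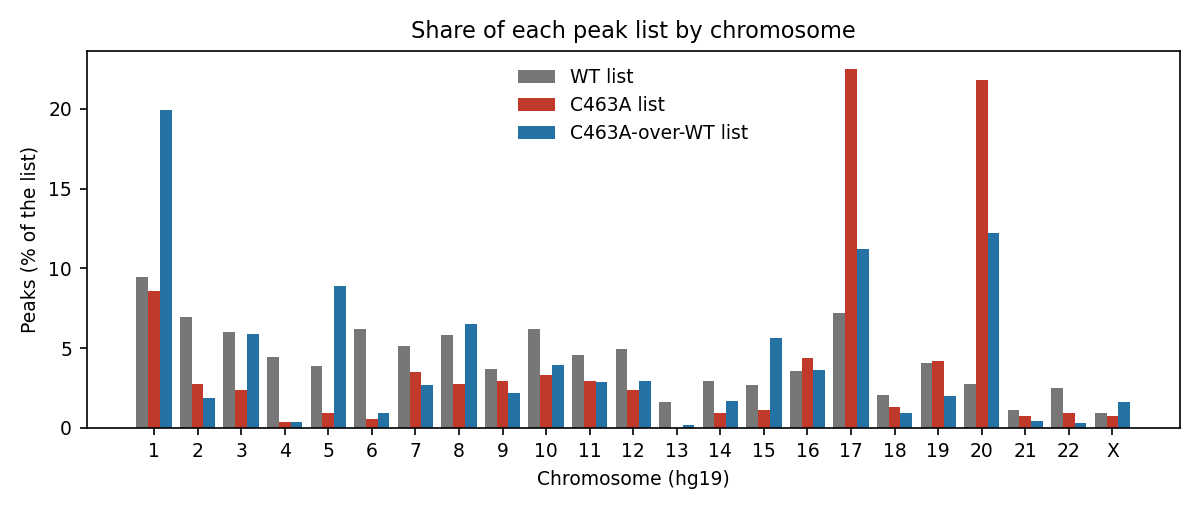
Share of each peak list, in % (vertical axis), on chromosomes 1 to 22 and X (horizontal axis). Grey bars are the WT list, red bars the C463A list and blue bars the C463A-over-WT list. Chromosomes 17 and 20 hold 22.5% and 21.8% of the C463A peaks and 7.19% and 2.76% of the WT peaks.

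Peaks called in C463A over WT included broad blocks in some chromosome segments. By count, 394 of 2555 such peaks (15.4%) lay within 500 kb of amplified genes and 599 (23.4%) on chromosomes 17 and 20. The authors' deposited comparison list held these 2555 peaks, covering 24 Mb, with a median width of 2982 bp and a maximum of 341094 bp. Its strongest was a 203010 bp block on chromosome 20 (52267102 to 52470111), next to ZNF217, with a −log10 p of 708 in replicate 1 and 938 in replicate 2. The next lay over BMP7, a bone morphogenetic protein gene (chromosome 20, 55767275 to 55855058), where the authors' deposited table gave a fold enrichment of 49.3 and 51.4 in replicates 1 and 2. A block on chromosome 20 from 45922006 to 46153911 reached into NCOA3, with a fold of 24.6 and 21.9 in the authors' deposited table, and one on chromosome 17 (59864716 to 59989599) held the start of the helicase gene BRIP1, with 28.7 and 19.7 in the same table. Further blocks among the 10 strongest lay beside or over ZNF217, BCAS1 and NACA2, and 1 narrow peak was the site on chromosome 1 that led both other lists (121484209 to 121485372).

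Most of the covered sequence was in 15 runs of windows. Of 3036 windows of 1 Mb, 518 held any C463A-over-WT peak, and the 37 that were covered to 20% or more held 75% of all covered bases. Of these 37, 11 were on chromosomes 17 and 20, and 34.7% of covered bases were in peaks near amplified genes. Chromosome 1 held the most C463A-over-WT peaks (509, 19.9%) and the most covered bases (5.30 Mb), against 3.66 Mb on chromosome 17 and 4.19 Mb on chromosome 20. The longest run, on chromosome 17 from 56000001 to 61000000, was covered to 60.8% on average and held 81 C463A and 28 WT peaks. Runs on chromosome 20 were at 45000001 to 48000000 (52.9%), 50000001 to 51000000 (29.5%, without an amplified gene) and 52000001 to 54000000 (66.3%). One on chromosome 3 was at 61000001 to 65000000 (69.3%), with PTPRG and ATXN7. Runs on chromosome 1 included 106000001 to 110000000 (49.9%, without an amplified gene) and 114000001 to 118000000 (38.8%, with PHTF1). Further runs held genes outside the amplified list, such as chromosome 5 from 42000001 to 45000000 (55.1%), chromosome 15 from 50000001 to 53000000 (49.6%), chromosome 8 from 128000001 to 130000000 (31.3%, with MYC) and chromosome 10 from 8000001 to 10000000 (29.4%, with GATA3). An amplified gene here is one on the fixed list, which stands for segments of 20q13, 17q23, 1p13 and 3p14. Runs without a listed gene may still lie in an amplified segment. Windows holding an amplified gene were covered to 47.8% on average and all other windows to 0.507%. The authors' deposited table gave a fold for 1928 of the 2555 listed peaks. For these the median fold in that table was 6.65 near amplified genes (286 peaks) and 4.19 elsewhere in replicate 1, and 6.74 and 4.20 in replicate 2. Over all joined peaks of the authors' deposited table the difference was smaller, with medians of 3.32 and 2.71 in replicate 1 and of 3.36 and 2.75 in replicate 2.

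**Figure D3:**
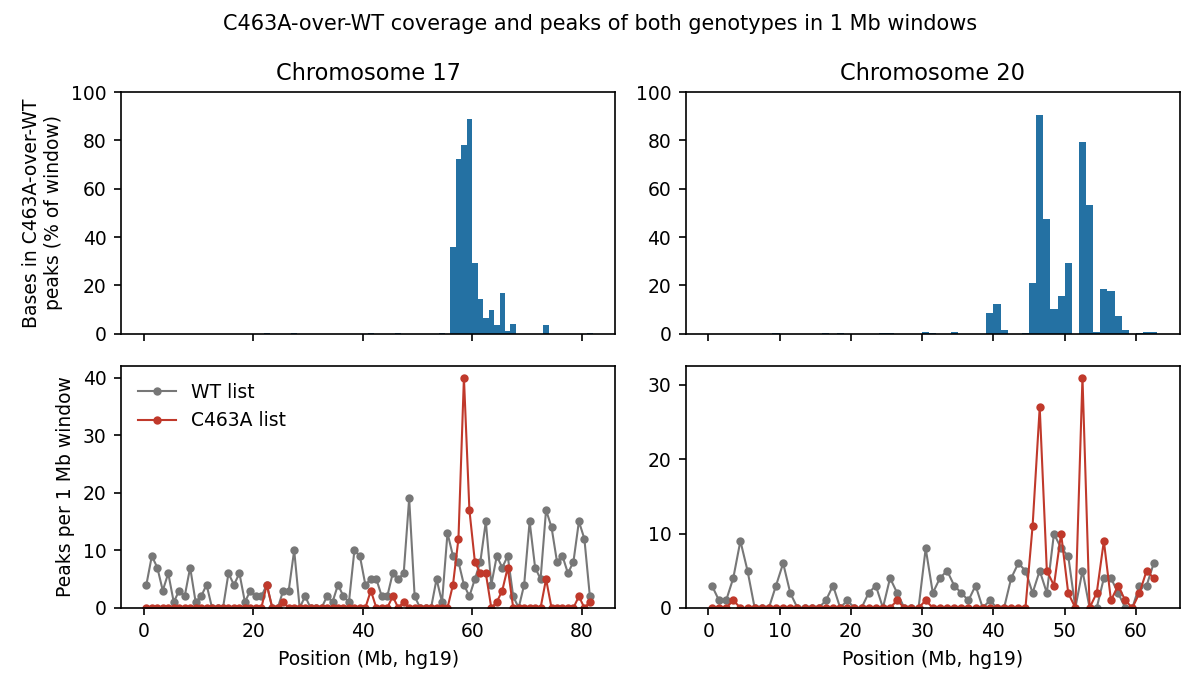
Positions along chromosomes 17 (left) and 20 (right) in Mb (horizontal axes, hg19), in windows of 1 Mb. Bars in the upper panels give the share of bases in C463A-over-WT peaks in %, and lines in the lower panels give the number of WT peaks (grey) and C463A peaks (red). Coverage reaches 88.8% on chromosome 17 and 90.4% on chromosome 20, in the stretches where C463A peaks are most frequent.

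Of the C463A-over-WT peaks, 239 (9.35%) overlapped a C463A peak and 136 (5.32%) a WT peak, against means of 0.677% and 2.31% in random placements. The first share is limited by the 546 peaks of the C463A list. Conversely, 316 of the 546 C463A peaks (57.9%, interval 53.7 to 61.9) and 155 of the 5607 WT peaks (2.76%, interval 2.37 to 3.23) overlapped a C463A-over-WT peak, against means of 4.26% and 1.25%. The comparison uses the same libraries as both other lists, so these overlaps are not independent. Among amplified genes, 28 of 31 had a C463A-over-WT peak within 10 kb of the TSS, against 9.64% of other placed genes (Fisher's exact test, adjusted p = 8.21e-24). These genes lie side by side and can share a block, as TUBD1 and RPS6KB1 did, so this p-value overstates the evidence. The estrogen response list had 7 of 21, namely ESR1, FOXA1, GATA3, GREB1, TFF3, XBP1 and CELSR2, against 9.88% (Fisher's exact test, adjusted p = 0.0417). The call was lost in each of the 6 alternatives tried for it (Fisher's exact test, adjusted p between 0.0802 and 0.541), although in each the share of members stayed above that of other genes. Peaks covered the TSS of FOXA1 (chromosome 14, 38061923 to 38063855, −log10 p 13.7), a pioneer factor for the estrogen receptor, of GREB1 (chromosome 2, 11679501 to 11682609, 10.6) and of TFF3 (chromosome 21, 43734645 to 43736436, 9.74). The p53 lists had 5 of 54 placed members with such a peak (PPM1D, RRM2B, CMBL, KRT8 and NOTCH1), and none of the 6 passed, with adjusted p-values of 0.860 or above. No housekeeping, neuron or liver gene had a C463A-over-WT peak within 10 kb.

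At MDM4 itself (chromosome 1) there were 4 C463A-over-WT peaks in the gene span, of which the strongest near the TSS, at 204489459 to 204491978, had a fold of 5.30 and 3.89 in replicates 1 and 2 in the authors' deposited table. ESR1 had 2 such peaks in its span. MDM2 had none, although 20 replicate 1 peaks of the authors' deposited table lay in its span, with a median fold of 2.86 in replicate 1 and 3.01 in replicate 2. For comparison, the median fold in the authors' deposited table was 2.71 and 2.77 over all joined peaks. It was 4.31 and 4.29 over pairs in the C463A-over-WT list. In all, the authors' deposited table held 116989 pairs that joined 99115 peaks of replicate 1 with 98041 of replicate 2, and the fold correlated across pairs with a Spearman coefficient of 0.339. With 82.5% of placed genes outside the amplified list near such a pair, this set separates gene lists little by construction, and only the amplified list passed (31 of 31, Fisher's exact test, adjusted p = 0.0417). Against all RefSeq protein-coding genes, a background chosen later, the estrogen list passed as well, with 20 of 35 members near a pair against 31.6% of other genes (Fisher's exact test, adjusted p = 0.0212 over 22 tests), beside 29 of 36 amplified genes against 31.6% (adjusted p = 2.30e-08). Other lists also had larger shares than other genes there without passing, such as housekeeping genes with 15 of 30 (Fisher's exact test, adjusted p = 0.173), p53 targets in DNA repair with 8 of 12 (adjusted p = 0.105) and p53 regulators with 6 of 10 (adjusted p = 0.259), and the lists were not tested against each other. The 6 p53 lists had pairs at 48 of 54 placed members.

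Promoters took a larger share of the C463A list. Within 3 kb of a placed TSS there were 139 C463A peaks (25.5%, interval 22 to 29.3) and 519 WT peaks (9.26%, interval 8.53 to 10.0), an odds ratio of 3.35 (adjusted p = 1.83e-24, Fisher's exact test). Promoters also held more of the shared WT peaks (20.2%) than of the other WT peaks (8.78%), with an odds ratio of 2.62 (Fisher's exact test, adjusted p = 2.65e-07), a call that was lost in the top 50% of each list (odds ratio 1.34, adjusted p = 0.421). Other parts of genes held 21.6% of C463A and 19.6% of WT peaks, an odds ratio of 1.13 (Fisher's exact test, adjusted p = 0.285). This direction reversed in the top 50% of each list (odds ratio 0.833), without amplified segments (0.770) and without covered windows (0.715, Fisher's exact test, adjusted p = 0.0270). They held 14.2% of shared against 19.9% of other WT peaks (Fisher's exact test, adjusted p = 0.0418). The last call was lost without amplified segments and on chromosomes 1 to 22 and X, where Fisher's exact test gave adjusted p-values of 0.0647 and 0.199. Sequence outside placed genes held 45.2% of C463A against 69.9% of WT peaks (Fisher's exact test, adjusted p = 2.95e-29) and 49.4% of shared against 70.8% of other WT peaks (odds ratio 0.401, adjusted p = 4.66e-11). Sequences with no placed gene held a further 7.69% of C463A and 1.16% of WT peaks, and 16.3% of shared against 0.502% of other WT peaks, and on chromosomes 1 to 22 and X the odds ratio of shared peaks outside placed genes was 0.596 (Fisher's exact test, adjusted p = 0.00103). Among the pairs of the authors' deposited table that were in the C463A-over-WT list, 21.8% were annotated as promoter, which there meant within 1 kb of the TSS, 26.3% as intron and 36.0% as distal intergenic, against 8.58%, 46.6% and 33.2% of all pairs. Within 3 kb of the TSS the shares in the authors' deposited table were 27.1% and 14.6%. The placed genes come from the C463A-over-WT table and favour sequence near C463A signal, which limits the comparison of lists.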

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

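Of 100 values under other settings, 68 kept their direction and side of the threshold or stayed in their range, 13 kept the direction but lost the call, 1 gained a call, 12 moved and 6 reversed. No paired analysis was possible because the files give no value per library that could be blocked by replicate. The planned count-based alternatives (other scaling, no filter, replicates left out) and the motif alternatives were not run, since no counts or hg19 sequence were analysed. The settings without covered windows, on chromosomes 17 and 20, with a RefSeq background, with replicate columns and with joined p53 lists, and promoter shares without amplified segments or unassembled sequences, were chosen after seeing the data. The cause of each change was not tested unless stated.

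The share of C463A peaks in the WT list (41.6%) became 27.8% with centres within 100 bp, 17.6% at equal list lengths, 56.1% without amplified segments, 37.5% on chromosomes 1 to 22 and X and 56.2% without covered windows. That of WT peaks (4.16%) became 2.71%, 17.8% and 3.48% with centres, equal lengths and chromosomes 1 to 22 and X. Fewer peaks remain at equal lengths by construction. In the top 50% of the C463A list, 51.6% of peaks were on chromosomes 17 and 20. At a 10 times smaller IDR, 1260 of the C463A-over-WT peaks remained. By width, shared WT peaks differed by 33 bp (permutation p = 0.103) and shared C463A peaks by -162 bp (permutation p = 0.00289), the reverse of the strength. The promoter odds ratio of shared WT peaks was 1.34 in the top 50% (Fisher's exact test, adjusted p = 0.421). The gene body odds ratio of C463A against WT (1.13) turned to 0.833 in the top 50%, 0.770 without amplified segments and 0.715 without covered windows, where Fisher's exact test gave adjusted p-values of 0.335, 0.0785 and 0.0270. Of 44 list tests 4 passed at 10 kb, and 2 passed at 50 kb and 2 at 100 kb. The estrogen list (33.3% of members against 9.88% of other genes) lost its call at 3 kb (23.8% against 7.32%), 50 kb (38.1% against 19%), 100 kb (42.9% against 26.1%), in the top 50% of peaks (14.3% against 4.53%), without covered windows (26.3% against 8.01%) and with the RefSeq background (11.4% against 2.71%), with adjusted p-values from 0.0802 to 0.541. The share of other genes moved with that of members, so the lower shares alone do not show a smaller enrichment. The RefSeq setting counted only those listed peaks that had a pair in the authors' deposited table (1928 of 2555). They lay near 4 of 35 estrogen members, against 7 of 21 placed members in the main test. That setting thus changed the peaks as well as the background. In the joined pairs, the estrogen list passed with the RefSeq background only (57.1% against 31.6%, Fisher's exact test, adjusted p = 0.0212), with adjusted p-values from 0.142 to 1 in its other settings. The amplified list in the joined pairs lost its call at 50 kb and 100 kb, where 100% of members had a pair. Among as many top WT peaks as C463A peaks, 0% of the p53 regulators (6 placed) and 0% of the joined p53 lists (54 placed) had a peak, against 0.503% and 0.506% of other genes, shares at which no member would be expected to have one. Unknown depth limits every comparison of −log10 p.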

Other observations

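The genes, the joined list and the tests of this part were chosen after the values had been seen, except the tests of overlap rank, of list length without amplified segments and of the fold near amplified genes. Several classical p53 targets were not among the placed genes, and for these the interval between the nearest placed neighbours in RefSeq gene order was searched. Between SRSF3 and C6orf89 (chromosome 6, 36572245 to 36853639), the interval of the cell cycle inhibitor gene CDKN1A, there were 3 WT peaks and no C463A or C463A-over-WT peak. The strongest, at 36634684 to 36635313, had a −log10 p of 21.8 and stood at percentile 76.1 of the WT list, and another was at 36643852 to 36644463 (18.6). At 281 kb this interval is too long to assign its peaks to CDKN1A, and of those nearest to it in length, the interval of CPT1C (263 kb) held 3 WT peaks and those of POLK (249 kb) and TP53TG1 (308 kb) none. Among the 5 unplaced p53-list genes with an interval of up to 200 kb, 4 intervals held a WT peak and none a C463A peak. They were those of the apoptosis gene BBC3 (2 peaks, up to 16), of GDF15 (2, up to 13.7), of CES2 (2, up to 17.3) and of RPS27L (1, 24.7). The interval of TRIAP1 held no WT or C463A peak and 1 C463A-over-WT peak. That of TP53 (4864 kb) was too long to tell its own peaks from those of its neighbours.

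With the 6 p53 lists joined, 12 of 54 placed members (22.2%) had a WT peak against 10.8% of other placed genes (Fisher's exact p = 0.0134, not adjusted). In the C463A list 3 of 54 had one, against 2.26% (Fisher's exact p = 0.125). The difference between the lists was not tested, and the WT result held at 3 kb (Fisher's exact p = 0.00602) and 50 kb (p = 0.0174) and was lost at 100 kb (p = 0.174).

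The first pattern is the length of the lists, 5607 against 546 peaks. A stricter threshold or lower depth in the C463A list could contribute, since WT peaks with a C463A peak had a median percentile of 83.5 by strength in the WT list. That percentile includes shared peaks beside centromeres and on unassembled sequences, and was not recomputed without them. As the sole difference, a stricter threshold or lower depth would keep the order of sites, but 17.8% (interval 14.8 to 21.2) of the 546 strongest WT peaks had a C463A peak. Amplified segments held 31.1% of C463A peaks and 0.981% of WT peaks, so leaving them out could only widen the gap. The WT list was then 14.8 times as long as the C463A list, against 10.3 times with them. Peaks within these segments thus do not make the WT list the longer one. The ratio cannot test an effect of amplification on the rest of the lists. A less efficient pull-down need not keep the order of sites, because background then weighs more in the peaks called. The 17.8% therefore cannot decide on it. Fewer bound sites in C463A cells and a less efficient pull-down, as the sole difference or as a contribution, stay open, and neither was tested.

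The second pattern is the clustering of C463A-over-WT peaks in chromosome segments. Discrete sites of higher p53 occupancy could give peaks about as narrow as those of the C463A list. The median width was 3.74 times that of the C463A list (5.84 times near amplified genes). Beyond 500 kb of the listed amplified genes the C463A-over-WT peaks were wider as well (median 2739 bp against 692.5 bp). The control behind the C463A list is not given, so both lists may have been called differently. The widths therefore cannot decide for or against such sites. A shift of scale or depth over the whole genome would give equal folds, but in the authors' deposited table the median fold near amplified genes of the 1928 listed peaks that have one (of 2555) was 1.59 times that elsewhere in replicate 1 (bootstrap interval 1.498 to 1.73) and 1.61 times in replicate 2 (1.47 to 1.74), and over all joined peaks 1.23 times (1.199 to 1.26) and 1.22 times (1.21 to 1.26), close to the limit of 1.2 set for the listed peaks. The bootstrap intervals treat peaks as independent, which peaks of the same segment are not. They are thus too narrow to settle whether the ratios lie above 1.2. A difference in copy number between the 2 cell populations remains a candidate explanation. It cannot be told apart from a regional change of the ChIP signal, because either would cover much of the windows with an amplified gene (mean 47.8%, median 50.3%) and no input library of either genotype was analysed here.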
